A study of Mus musculus with 12 samples. Its data were reported in "A Comprehensive Analysis of Fibroblast Growth Factor Receptor 2b Signaling on Epithelial Tip Progenitor Cells During Early Mouse Lung Branching Morphogenesis" (2019).

How the data were processed

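RNA from mouse embryonic lungs was measured on 12 one-colour microarrays labelled with Cy3, in 4 groups of 3 arrays. According to the methods of the study, the authors scanned the slides, corrected mean spot signals for background with the NormExp procedure on negative control spots, took logarithms and applied quantile normalization between arrays, with limma in R. The deposited table holds log2 intensity per array feature, per the authors, with 62976 features on each of 12 arrays, and its values ran from 1.44 to 15.92. It was checked that all arrays shared the same quantiles and that 10 values were missing. The values had not been averaged over the features of a gene. The labels name limma without a version.

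Groups were taken from the sample labels. Loss-of-function arrays (LOF) came from lungs with an inducible soluble FGFR2b after 6 h or 9 h of doxycycline, gain-of-function arrays (GOF) from lungs with an inducible Fgf10 after 9 h, and control arrays from lungs labelled wild-type and untreated. The text of the study describes the controls of the LOF experiment as littermates that carried the transactivator and came from treated mothers, some taken at the earlier and some at the later time, so neither LOF group had controls of its own time alone. It does not describe the GOF lungs. Which description holds was not settled, so the meaning of a difference from control is limited by it.

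Features were named with the platform's accession and symbol brought to current mouse symbols. A single symbol was given to 31465 features, and 31511 features with no gene name were tested separately. For the 20738 genes, the feature with the highest mean over all arrays was used, and 6171 genes had more than 1 feature. No filter on dim features was applied. Linear models were fitted to all 12 arrays with limma 3.58.1 in R 4.3.3, with group means only and moderated statistics. The residual degrees of freedom were 8 and the prior added 2.27. Adjusted p-values are Benjamini-Hochberg values over all genes within a comparison, two-sided, with a threshold of 0.05. The number of arrays limits the precision: the median standard error of a log2 change was 0.265.

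The 5 comparisons were LOF 6 h, LOF 9 h and GOF 9 h against control, LOF 9 h against LOF 6 h, and GOF 9 h against LOF 9 h. The first 3 share their control arrays, so correlations of fold changes were set beside 100 simulated sets of unchanged groups against the same kind of shared control. The comparisons, alternatives, gene lists and the rule for named genes were fixed before the data were examined. The rule named, per comparison with control, up to 8 genes with the largest change in each direction among those that passed and whose groups did not overlap, 5 in each direction for the other comparisons, up to 4 members of each list with the smallest p, list members that the study's text names, and where nothing passed the 5 genes with the smallest p. Genes named outside the rule are the remaining called genes and the genes used to weigh an explanation, which were chosen after their values were seen.

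Of 35 gene lists with 557 entries, 532 entries were measured and 34 lists were tested. The transgene check had fewer than the 3 measured members required, so its members Fgf10 and Fgfr2 are given as values. The lists covered FGF signalling, the genes and transcription factors the study names, Hedgehog, WNT and BMP pathways, epithelial regions and alveolar type 1 (AT1) and type 2 (AT2) markers, matrix and junctions, growth and stress programmes, and markers of other tissues, sex and reference genes. Lists were tested with the two-sided geneSetTest of limma on ranks of the moderated statistic, adjusted over the lists of a comparison. This test treats genes as independent, so camera with a preset correlation of 0.01, camera with an estimated correlation and fry were run beside it. Fry asks whether the genes of a list move one way and does not compare them with other genes. Counts within a list are given over all genes and adjusted over the list alone.

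Alternatives were renormalization of the deposited values (median, quantile, cyclic loess), the mean of all features or every feature on its own, filters at the 25th and 50th percentile of the mean level, a 2-fold threshold, trend and robust variance settings, array weights, only the groups compared, only control and LOF arrays, the Y-linked level as a covariate, the replicate number as a block, lists without shared genes, other list tests, and leaving out each array in turn. The heart list as a covariate and a pair of arrays left out together were added after seeing the data. The pipeline was tested on simulated data, in which 50 genes per size were shifted in arrays drawn at random from each gene's mean and moderated spread. It called 70 to 88% of genes shifted by a log2 value of 2 and 0 to 4% of those shifted by 0.5. Each simulated set gave 101 to 121 calls, of which 4 to 9 were false, while the real comparisons gave 0 to 58. With more changed genes the adjusted threshold was easier to reach, so these shares may overstate what the real comparisons could detect. Features without a gene name were left out of the gene comparisons because the gene lists go by symbol.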

Results

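Gene expression was measured in whole mouse embryonic lungs on 12 microarrays, with n = 3 arrays in each of 4 groups. LOF lungs produced, under doxycycline, a soluble form of FGFR2b, the epithelial receptor for FGF10, which binds the ligand outside the cell and thereby blocks signalling. They were collected after 6 h or 9 h. GOF lungs carried an inducible Fgf10 and had doxycycline for 9 h. The control lungs were labelled wild-type and untreated, while the text of the study gives its LOF controls as treated littermates with the transactivator, taken at both times, so neither LOF group had controls of its own time alone. Whether control and treated lungs differed in doxycycline and the transactivator was not settled. The log2 signal of every array had a median of 2.98, a 25th percentile of 2.20 and a 75th percentile of 6.01, and the mean correlation of an array with its group lay between 0.982 and 0.986. Changes are log2 differences ± standard error (limma, n = 3 arrays per group), and genes carry the symbol and NCBI gene identifier of the annotation.

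The features for the induced genes themselves were examined first. The mean over the 10 features of Fgf10 was 7.24 ± 0.19 (SD, n = 3) in control, 7.14 ± 0.005 in LOF 6 h, 8.05 ± 0.13 in LOF 9 h and 7.41 ± 0.23 in GOF 9 h lungs. The mean over the 11 features of Fgfr2 was 5.06 ± 0.04 in control, 5.26 ± 0.15 in LOF 6 h, 5.0 ± 0.17 in LOF 9 h and 5.14 ± 0.15 in GOF 9 h lungs. Whether these features lie within the parts carried by the transgenes is unknown, so they do not measure induction. By their labels LOF lungs carried no inducible Fgf10, so there the Fgf10 features read the lung's own gene. With 1 feature per gene, Fgf10 differed from control by 0.52 ± 0.24 in LOF 9 h (adjusted p = 0.637) and by 0.10 ± 0.24 in GOF 9 h lungs (adjusted p = 0.999). Over its 10 features together the mean in LOF 9 h lungs stood 0.81 above control, more than with the chosen feature. The study placed Fgf10 in a cluster of genes raised at the later time and not at the earlier.

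The comparison of LOF 6 h with control asked which genes respond first when FGFR2b ligands are blocked. Etv5 (gene 104156), an ETS transcription factor induced by FGF signalling, fell by 1.87 ± 0.16 (adjusted p = 0.00310). The tetraspanin Tspan8 (216350) fell by 1.60 ± 0.22 (adjusted p = 0.0423), the polarity scaffold gene Lin7a (108030) by a change of -1.26 ± 0.16 and the orphan receptor gene Gprc5a (232431) by a change of -1.45 ± 0.18 (both adjusted p = 0.0312). Upk3a (22270), which encodes a uroplakin, rose by 1.82 ± 0.20 (adjusted p = 0.0142), and Foxa3 (15377), a forkhead factor of endoderm, rose by 2.26 ± 0.30 (adjusted p = 0.0423). Snhg16 (66293), a host gene of small nucleolar RNAs, had the smallest adjusted p (5.87e-05) and fell by 2.42 ± 0.13. In each of these genes all 3 LOF arrays lay on one side of all 3 control arrays. With each of the 12 arrays left out in turn, Snhg16 and Etv5 kept their calls, while Foxa3 lost its call in 11 of these fits, Tspan8 in 10, Lin7a and Gprc5a in 9 and Upk3a in 3.

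In total 15 genes passed at 6 h, 5 higher and 10 lower, and all 15 changed at least 2-fold. In 7 of them 1 group had a mean below the array median of 2.98, among them Upk3a (2.57 in control), Dmrt2 (2.30 in control) and Plekhg4 (2.51 in LOF 6 h), so the size of these changes of the chosen feature is uncertain. The other higher genes were Dmrt2 at 2.16 ± 0.31, Frg2f6 at 1.33 ± 0.19 and Vmn1r118 at 1.30 ± 0.18. The other lower genes were Plekhg4 at -2.59 ± 0.37, Gm3696 at -2.33, Firre at -2.08 ± 0.28 (but -0.78 as the mean of its 3 features, adjusted p = 0.428), Lime1 at -1.79 ± 0.18 and Zfas1 at -1.05. At an unadjusted p under 0.05 there were 1941 genes against 1037 expected by chance, and the groups did not overlap in 16.4% of genes, where chance gives 10%.

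Among the gene lists, 6 passed at 6 h. All 30 measured FGF10 signature genes were lower, with a median of -0.94 (adjusted p = 1.71e-18, and adjusted p = 0.00382 with an estimated correlation). Of these, 4 passed over all genes and 27 when adjusted over the list alone, but the study chose this list on these samples, so it is not independent evidence of the direction. Distal tip epithelium, the genes of the growing bud tips, fell with a median of -0.59 and 14 of 16 genes lower (adjusted p = 1.28e-04, and adjusted p = 0.0246 with an estimated correlation). In that list 1 gene passed over all genes and 4 adjusted over the list alone, among them Etv5, while Sftpc stood at -1.73 ± 0.32 (adjusted p = 0.132) and Id2 at -1.25 ± 0.30 (adjusted p = 0.232). Ribosome biogenesis fell with a median of -0.15 and 17 of 20 genes lower (adjusted p = 0.00118, but adjusted p = 0.222 with an estimated correlation), and 0 genes passed over all genes or adjusted over the list alone.

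Of the lists for other tissues, heart, neural and erythroid passed as higher at 6 h. The heart list rose with a median of 1.05 and 9 of 11 genes higher (adjusted p = 8.89e-04, but adjusted p = 0.298 with an estimated correlation), with 0 genes past over all genes and 4 adjusted over the list alone. Myl4 stood at 1.32 ± 0.39 and Nppa, the atrial natriuretic peptide, at 1.31 ± 0.33. The mean of the heart list against the control mean was 1.46, 0.76 and 0.68 on LOF 6 h arrays 1, 2 and 3. It was 0.59, -0.06 and -0.53 on control arrays 1, 2 and 3, so control array 1 lay close to LOF 6 h arrays 2 and 3. The neural list rose with a median of 0.44 and 9 of 10 genes higher (adjusted p = 0.0155, but adjusted p = 0.402 with an estimated correlation), with 0 genes past by either count. The erythroid list rose with a median of 0.32 and 8 of 12 genes higher (adjusted p = 0.0360, but adjusted p = 0.525 with an estimated correlation), with 0 genes past over all genes and 2 adjusted over the list alone.

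The count of 15 genes at 6 h changed as single arrays were left out. It was 6, 9 and 4 without control 1, 2 and 3, and 2, 7 and 8 without LOF 6 h 1, 2 and 3. It was 5, 4 and 4 without LOF 9 h 1, 2 and 3, and 39, 4 and 10 without GOF 9 h 1, 2 and 3. The LOF 9 h and GOF arrays belong to neither group compared and enter only the estimate of the spread. Each such fit estimates the spread from fewer arrays, so a lower count does not by itself point to a single array. The count was 1 with the heart list as a covariate, 3 in a fit of the compared groups alone and 122 with trend and robust settings. The distal tip call was lost without genes held by another list (adjusted p = 0.306, in a range over alternatives from 2.66e-07). Xist, whose level follows embryo sex, lay between 1.94 and 2.36 in LOF 6 h lungs but at 5.96, 2.11 and 5.94 on control arrays 1, 2 and 3. With the Y-linked level as a covariate 10 genes passed, of which 6 were among the 15.

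**Figure D1:**
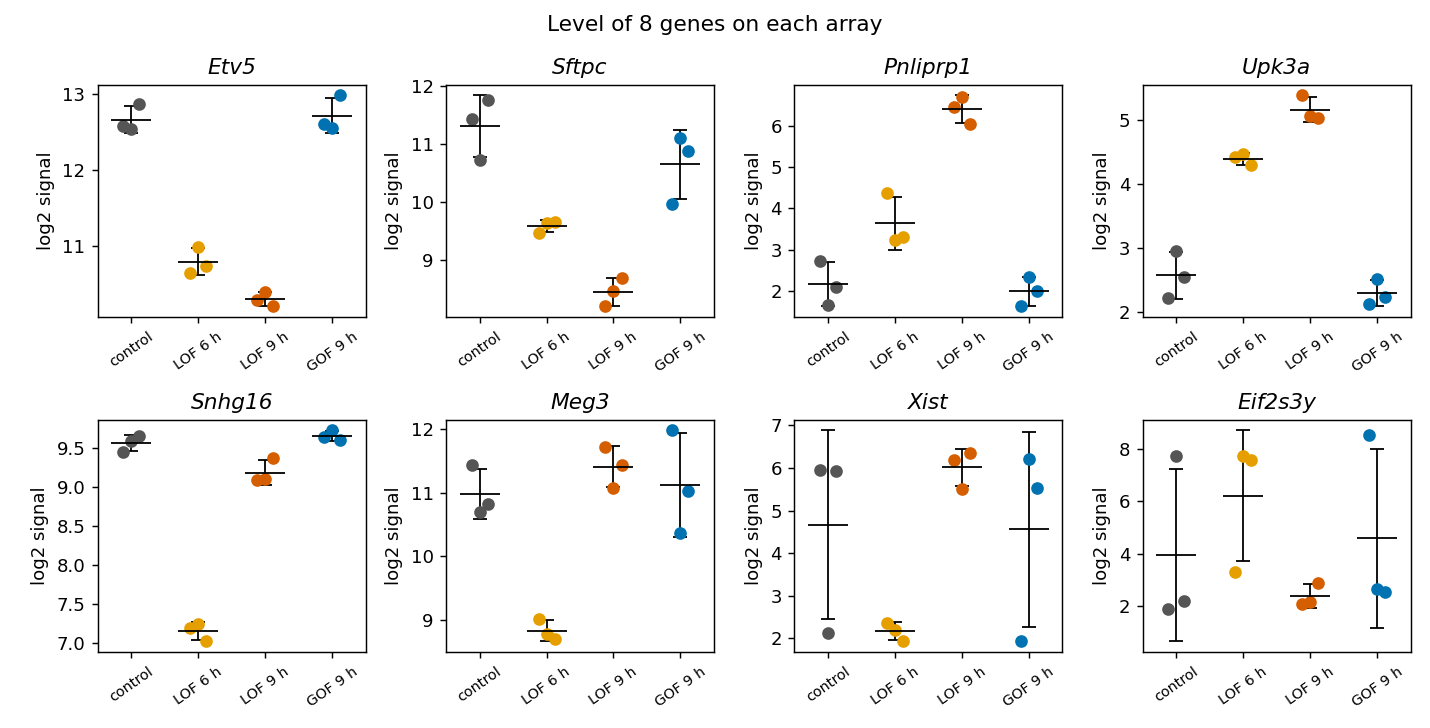
Log2 signal of 8 genes on each of the 12 arrays, by group, with points for arrays and bars for the group mean ± SD (n = 3). Etv5 and Sftpc were lower and Upk3a and Pnliprp1 higher in LOF 9 h lungs than in control (Etv5 -2.36, Pnliprp1 4.25), while Snhg16 was low in LOF 6 h lungs and Xist and Eif2s3y differed between arrays of control and GOF lungs.

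The comparison of LOF 9 h with control asked which changes followed. Sftpc (gene 20389), a surfactant gene and marker of alveolar type 2 cells, fell by 2.86 ± 0.32 (adjusted p = 0.00905) and Etv5 fell by 2.36 ± 0.16 (adjusted p = 6.39e-04). In lungs of this early stage the study describes such markers as expressed by multipotent progenitors of the bud tips. Sp5 (64406), a WNT-responsive transcription factor, fell by 2.27 ± 0.24 (adjusted p = 0.00669), and Gli1, a target of Hedgehog signalling, fell by 1.07 ± 0.13 (adjusted p = 0.0156). Of the higher genes, Pnliprp1 (18946), a pancreatic lipase relative, rose by 4.25 ± 0.36 (adjusted p = 0.00137) from control values of 1.66 to 2.72, near background, so that the size of this rise is uncertain, and Cym (229697), the gastric protease chymosin, by 4.42 ± 0.59 (adjusted p = 0.0303).

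In total 15 genes passed at 9 h, 4 higher and 11 lower, all at least 2-fold. The remaining higher genes were Capn9 at 2.95 ± 0.39 (but 1.68 as the mean of its 2 features, adjusted p = 0.216) and Upk3a at 2.58 ± 0.20, with control values of 2.25 to 3.65 and 2.22 to 2.96, also near background. The remaining lower genes were Tspan8 at -2.44 ± 0.22, Lin7a at -2.08 ± 0.16, Tmem59l at -1.84 ± 0.25, Gprc5a at -1.70 ± 0.18, Bex4 at -1.40 ± 0.19, Enc1 at -1.35 ± 0.19 and Dusp9, a phosphatase of MAP kinases, at -1.01. All 11 lower genes were also lower at 6 h, where Etv5, Lin7a, Gprc5a and Tspan8 passed, and Upk3a passed as higher at both times. Left out in turn, the 12 arrays ended the call of Sftpc in 2 fits, Gli1 in 5, Capn9 in 7 and Cym in 8, and those of Etv5, Sp5 and Pnliprp1 in 0. At an unadjusted p under 0.05 there were 1643 genes against 1037 expected, and the groups did not overlap in 15.4% of genes, where chance gives 10%.

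Of 46 measured genes that the study's text names, 42 were lower and 4 higher at 9 h, and 9 passed, but many were named for their change on these arrays, so the direction is not independent evidence. An unadjusted p under 0.05 was reached by 43 of them. The study ranked its genes by p-value, so a gene that did not pass here may still count as changed there. Other surfactant genes were low without passing, with Sftpb at -4.03 ± 0.83 and Sftpa1 at -2.73 ± 0.57 (both adjusted p = 0.201). The LOF 9 h mean of Sftpb, 2.55, lay below the array median, so the size of its fall is uncertain. Also low without passing were the tip regulator Sox9 at -1.42 ± 0.43 (adjusted p = 0.418), Etv4 at -1.23 ± 0.36 (adjusted p = 0.376), Id2 at -0.95 ± 0.30 (adjusted p = 0.437) and the ligand Shh at -0.72 ± 0.17 (adjusted p = 0.272). Sox2, a factor of proximal airways, stood at 0.70 ± 0.30 (adjusted p = 0.591), and Nkx2-1, which specifies lung epithelium, at -0.33 ± 0.19 (adjusted p = 0.738).

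At 9 h 10 lists passed. All 30 FGF10 signature genes were lower, with a median of -1.441 (adjusted p = 1.20e-19, and adjusted p = 7.43e-04 with an estimated correlation). In that list 8 genes passed over all genes and 30 adjusted over the list alone, which is again not independent evidence, since the study chose the list on these samples. Distal tip epithelium fell with a median of -0.93 and 15 of 16 genes lower (adjusted p = 7.95e-08, and adjusted p = 0.00194 with an estimated correlation), with 2 genes past over all genes and 10 adjusted over the list alone. AT2 markers fell with a median of -0.33 and 18 of 25 genes lower (adjusted p = 0.00220, and adjusted p = 0.00992 with an estimated correlation), where Etv5 and Sftpc passed over all genes and 8 lower and 1 higher gene passed adjusted over the list alone. AT1 markers did not pass (adjusted p = 0.860, and adjusted p = 0.295 with an estimated correlation), although their member Gprc5a did.

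Ribosome biogenesis was lower in 20 of 20 genes at 9 h, with a median of -0.34 (adjusted p = 8.52e-09, and adjusted p = 0.00992 with an estimated correlation). There 0 genes passed over all genes and 8 adjusted over the list alone, and Rrp9, a factor of ribosomal RNA processing, stood at -0.90 ± 0.19 (adjusted p = 0.220). The canonical WNT list fell with a median of -0.13 and 21 of 29 genes lower (adjusted p = 0.0260, and adjusted p = 0.0245 with an estimated correlation), with Sp5 past over all genes and 6 adjusted over the list alone. FGF and ERK feedback targets fell with a median of -0.30 and 12 of 17 genes lower (adjusted p = 0.0347, but adjusted p = 0.0942 with an estimated correlation). In them 1 gene passed over all genes, and 3 lower and 1 higher gene passed adjusted over the list alone.

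As a list, endothelium shifted up at 9 h with a median of 0.18 and 11 of 12 values above 0 (adjusted p = 0.00413, but adjusted p = 0.226 with an estimated correlation). Mesenchyme had 12 of 16 values above 0 (adjusted p = 0.0314, but adjusted p = 0.235 with an estimated correlation), and basement membrane 16 of 21 (adjusted p = 0.0347, but adjusted p = 0.448 with an estimated correlation). Skeletal muscle had 9 of 10 values below 0 (adjusted p = 0.0347, but adjusted p = 0.216 with an estimated correlation). In these 4 lists 0 genes passed over all genes, and adjusted over the list alone 1 higher and 1 lower gene of mesenchyme, 1 lower gene of basement membrane and 0 of the others did. General epithelium did not pass (adjusted p = 0.906). The heart list did not pass either (adjusted p = 0.388), with array means of 0.58, 0.19 and -0.28 against control in LOF 9 h lungs 1, 2 and 3.

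The count of 15 genes at 9 h was 7, 7 and 9 without control 1, 2 and 3, 9 without LOF 6 h 2, 8 without LOF 9 h 3, 33 and 9 without GOF 9 h 1 and 3, and 4 in a fit of the compared groups alone, and the count of 10 lists was 4 without control 2. Without genes held by another list, the calls ended for AT2 markers (adjusted p = 0.284, in a range over alternatives from 3.08e-06), distal tip epithelium (adjusted p = 0.0540, from 1.58e-15), the WNT list (adjusted p = 0.420, from 6.09e-04) and FGF and ERK feedback targets (adjusted p = 0.311, from 0.00333).

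**Figure D2:**
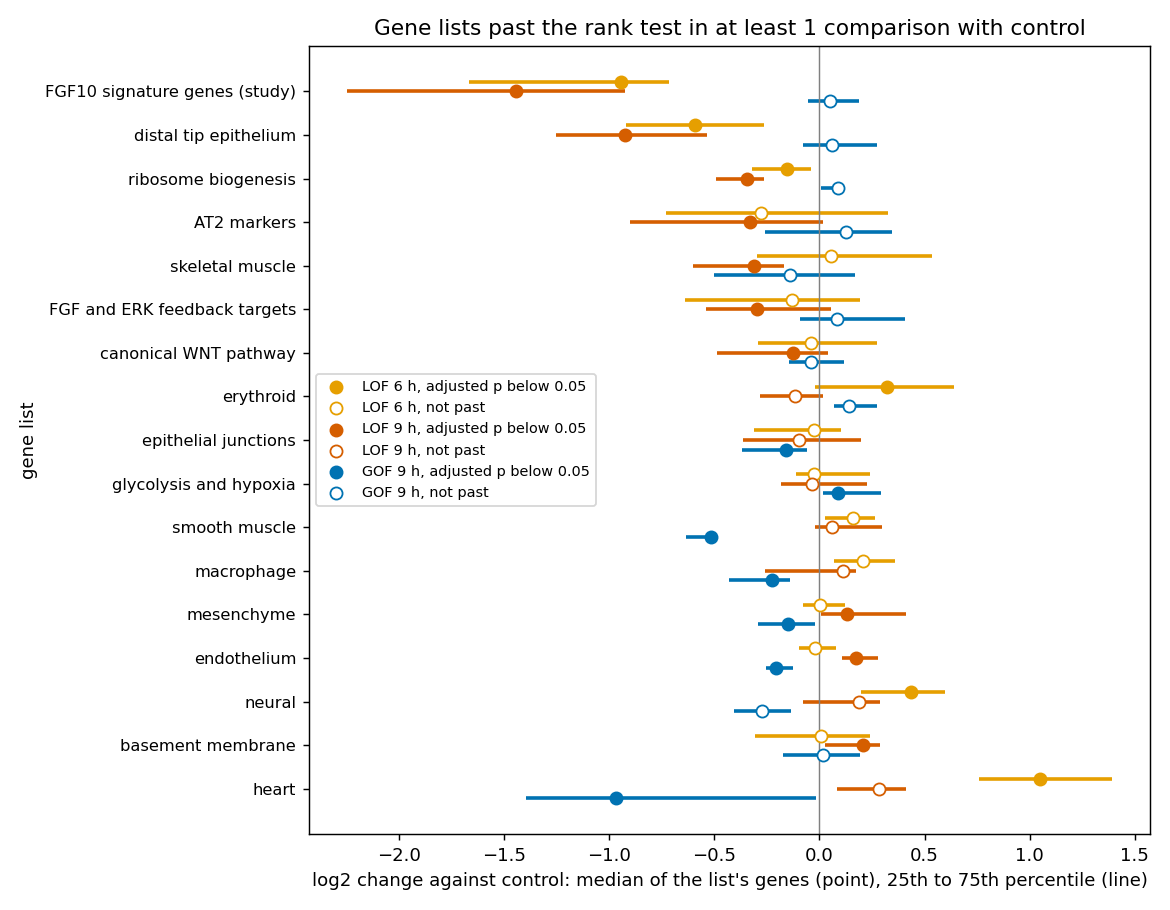
Median log2 change of the genes of each list (point, filled where the adjusted p was below 0.05) with the 25th to 75th percentile of its genes (line), for LOF 6 h, LOF 9 h and GOF 9 h against control. The FGF10 signature stood at -0.94 and -1.441 in LOF lungs and at 0.05 in GOF lungs, and the heart list at 1.05 in LOF 6 h and -0.97 in GOF 9 h lungs.

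The comparison of GOF 9 h with control asked which genes differ in lungs with the inducible Fgf10. Of the 11 genes lower in LOF 9 h lungs 0 passed, 9 were higher and 2 lower, with a median of 0.12: Etv5 stood at 0.05 ± 0.16, Lin7a at 0.11 ± 0.16, Sp5 at 0.57 ± 0.24 (adjusted p = 0.955) and Sftpc at -0.66 ± 0.32 (adjusted p = 0.957). Sox9 stood at 1.12 ± 0.43 (adjusted p = 0.955). No gene passed in limma, where 0 genes were called, 1068 had an unadjusted p under 0.05 against 1037 expected, and the smallest adjusted p was 0.178. The groups did not overlap in 9.42% of genes, where chance gives 10%.

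The GOF genes with the smallest p, none of which passed, were Plekhh2 at 2.02 ± 0.26 and Hddc3 at -2.02 ± 0.27 (both adjusted p = 0.178), H2-DMa at 1.45 ± 0.21 (adjusted p = 0.287), Rnu7 at 1.78 ± 0.30 and Ntrk3, a neurotrophin receptor, at -0.96 ± 0.16 (both adjusted p = 0.436). With trend and robust settings of limma 3 genes passed, Hddc3 at -2.02, Ckb at -0.97 and Olfml3 at -0.97, named after their values were seen.

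In the GOF comparison 7 lists passed, and 0 of them with an estimated correlation or with fry. Endothelium (11 of 12 genes lower), macrophage (10 of 12) and smooth muscle (8 of 9) fell with medians of -0.21, -0.23 and -0.52 (each adjusted p = 0.00473, but adjusted p = 0.527, 0.268 and 0.527 with an estimated correlation). Epithelial junctions fell with a median of -0.16 (adjusted p = 0.0177), heart with a median of -0.97 (adjusted p = 0.0296) and mesenchyme with a median of -0.15 (adjusted p = 0.0402), each with adjusted p = 0.527 with an estimated correlation. Glycolysis and hypoxia rose with a median of 0.09 (adjusted p = 0.0402, but adjusted p = 0.582 with an estimated correlation). In all 7 lists 0 genes passed over all genes or adjusted over the list alone. The FGF10 signature had 20 of 30 genes higher and did not pass (adjusted p = 0.475), nor did FGF and ERK feedback targets (adjusted p = 0.307).

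Muscle transcripts differed between single GOF arrays. The mean of the smooth muscle list against control was -1.12, -0.25 and 0.02 on GOF 9 h arrays 1, 2 and 3, and that of the heart list was -1.02, -1.04 and -0.29. The heart list also differed between control arrays 1, 2 and 3, at 0.59, -0.06 and -0.53. The count of 7 lists was 3 without control 1, 4 without GOF 9 h 2, and 2 with the heart list as a covariate.

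**Figure D3:**
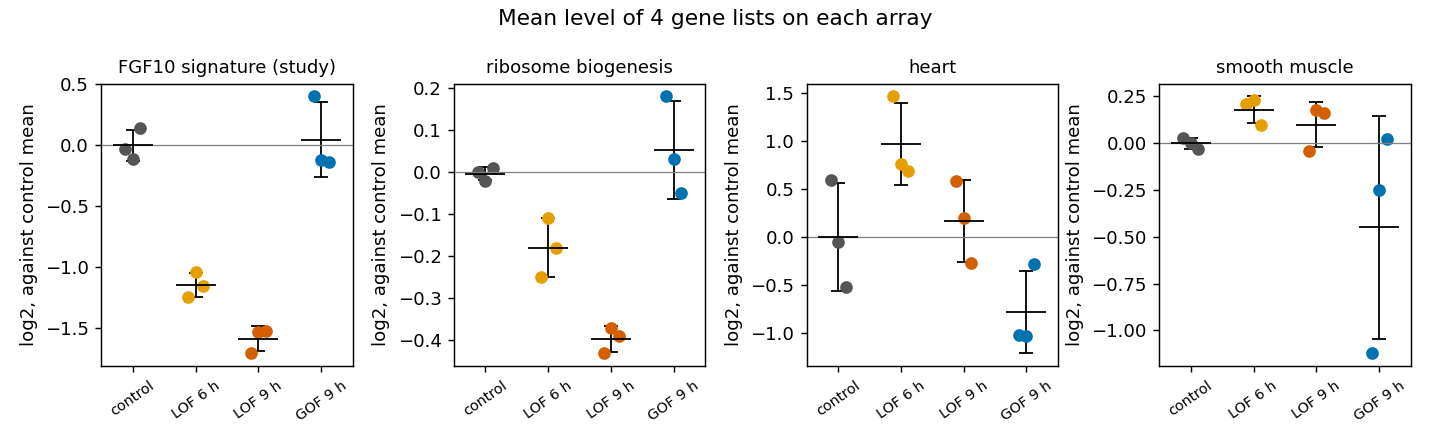
Mean log2 level of 4 lists on each array against the mean of the control arrays, by group, with points for arrays and bars for the group mean ± SD (n = 3). The heart list ran from 1.46 on LOF 6 h array 1 to -1.04 on GOF 9 h array 2, and the smooth muscle list was lowest on GOF 9 h array 1 at -1.12.

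The comparison of LOF 9 h with LOF 6 h asked what moved between these times, as a difference that does not use the control means, although the spread was estimated from all 12 arrays. Of the 10 genes that had fallen at 6 h, 6 were higher at 9 h than at 6 h, 5 of which passed, and 4 were lower without passing: Etv5 at -0.49, Tspan8 at -0.83, Lin7a at -0.82 and Gprc5a at -0.25. These genes were chosen on the same LOF 6 h arrays, so part of the higher values at 9 h follows from that choice. Snhg16 was higher by 2.03 ± 0.13 (adjusted p = 3.25e-04) and Plekhg4 by 2.87 ± 0.37 (adjusted p = 0.0326). Pnliprp1 was higher by 2.77 ± 0.36 (adjusted p = 0.0326), Rgs11, a regulator of G protein signalling, by 2.64 ± 0.31 (adjusted p = 0.0253) and the imprinted noncoding Meg3 (17263) by 2.58 ± 0.36 (adjusted p = 0.0455). As the mean of its 3 features Meg3 was higher by 1.92 and did not pass (adjusted p = 0.097). Plppr5 fell by 2.48 ± 0.30 (adjusted p = 0.0301), Vmn1r118 by a change of -1.36 ± 0.18 and the integrin gene Itgax by a change of -1.22 ± 0.16 (both adjusted p = 0.0326).

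In total 13 genes passed between the times, 10 higher and 3 lower, with 2106 at an unadjusted p under 0.05 and non-overlapping groups in 17.6% of genes, where chance gives 10%. For 5 of them at least 1 group lay below the array median. Where only 1 did, as for Plekhg4 (mean 2.51 at 6 h) and Plppr5 (2.46 at 9 h), the size of the change is uncertain. For Itgax both did (1.68 at 9 h and 2.90 at 6 h), so its whole change lies near background. Snhg16 kept its call whichever array was left out, while Rgs11 and Plppr5 lost theirs in 6 of 12 fits, Pnliprp1 in 7, Plekhg4 in 8, Vmn1r118 and Itgax in 9 and Meg3 in 10. Of 9 lists that passed, 0 did with an estimated correlation (adjusted p from 0.141 to 0.283). The FGF10 signature fell further with a median of -0.43 (adjusted p = 2.13e-05), with 9 genes past adjusted over the list alone, a list the study chose on these samples. Ribosome biogenesis (adjusted p = 8.48e-04), distal tip epithelium (adjusted p = 0.00789), AT2 markers (adjusted p = 0.01), the WNT list (adjusted p = 0.0122) and the heart list (adjusted p = 0.00227, median -1.07) fell too. Endothelium (adjusted p = 0.00128), basement membrane (adjusted p = 0.0131) and mesenchyme (adjusted p = 0.0260) rose. In all 9 lists 0 genes passed over all genes.

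The count of 13 genes was 1 without any of the LOF 9 h arrays 1, 2 or 3, 2, 6 and 4 without LOF 6 h 1, 2 and 3, 8 without control 1, 2 or 3, 49 without GOF 9 h 1, and 0 in a fit of the compared groups alone, where limma gave 2103 genes an unadjusted p under 0.05. Xist, expressed from the inactive X chromosome, lay between 5.51 and 6.35 in LOF 9 h and between 1.94 and 2.36 in LOF 6 h lungs, so this gene, whose level follows embryo sex, differed with the time, and with the Y-linked level as a covariate only Snhg16 passed (2.02 ± 0.15), while Plekhg4 stood at 2.84 ± 0.44, Meg3 at 2.74 ± 0.42 and Pnliprp1 at 2.34 ± 0.30.

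The comparison of GOF 9 h with LOF 9 h set lungs with the inducible Fgf10 beside lungs with the soluble receptor at the same time, with doxycycline and a transactivator in both. Of the surfactant genes, Sftpb (20388) was higher in GOF lungs by 5.32 ± 0.83 (adjusted p = 0.0376) and Sftpc by 2.20 ± 0.32 (adjusted p = 0.0254), while Sftpa1 at 3.11 ± 0.57 did not pass (adjusted p = 0.0602). Etv5 was higher by 2.42 ± 0.16 (adjusted p = 3.30e-04), Sp5 by 2.84 ± 0.24 (adjusted p = 9.71e-04), Plppr5 by 2.75 ± 0.30 (adjusted p = 0.00636) and Bspry by 2.64 ± 0.36 (adjusted p = 0.0193). Cym fell by 6.60 ± 0.59 (adjusted p = 0.00151), Pnliprp1 stood at -4.41 ± 0.36 (adjusted p = 9.57e-04), Capn9 at -3.06 ± 0.39 (adjusted p = 0.0142), Upk3a at -2.87 ± 0.20 (adjusted p = 3.30e-04) and Plac9a at -2.70 ± 0.39 (adjusted p = 0.0246). With single arrays left out, the call was lost in 10 of 12 fits for Sftpb, 7 for Sftpc, 6 for Plac9a, 4 for Capn9 and 3 for Bspry, and in 0 for Etv5, Sp5, Plppr5, Cym, Pnliprp1 and Upk3a.

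In total 58 genes passed, 35 higher and 23 lower in GOF lungs, with 2470 at an unadjusted p under 0.05 and non-overlapping groups in 17.8% of genes, where chance gives 10%. For 9 of the 58, such as Sftpb (mean 2.55 in LOF 9 h), Pnliprp1 (1.99 in GOF), Capn9 (2.93 in GOF) and Upk3a (2.29 in GOF), at least 1 group lay below the array median. Where only 1 did, as in these 4, the size of the change of the chosen feature is uncertain. For Rpusd2 both did (2.87 in GOF and 1.96 in LOF 9 h), so its whole change lies near background. Of 19 called genes with several features, 6 changed over 1.5 times less as the mean of their features, among them Capn9 (-1.85, adjusted p = 0.0773) and Tfrc (0.80, adjusted p = 0.0840), and Sftpb stood at 3.60 (adjusted p = 0.0777). As the mean of their features, only Clps, Cym, Enc1, Ntng1, Olfml3 and Tns1 of these 19 genes kept their call. The others did not pass, among them Fgd3 (adjusted p = 0.185) and Maf (adjusted p = 0.163). All 11 genes that fell in LOF 9 h lungs against control passed as higher here, with a median of 2.19, and all 4 that rose passed as lower, but both comparisons use the same LOF 9 h arrays, so part of this follows from the sharing. Of the 46 genes named in the text of the study, 42 were higher in GOF lungs and 13 passed, with the same limit from their choice on the LOF arrays. Of the other called list members, the hexokinase gene Hk2 stood at 1.437 ± 0.23 (adjusted p = 0.0376), Bmp7 at 1.09 ± 0.16 (adjusted p = 0.0269), the reference gene Tfrc at 1.27 ± 0.20 (adjusted p = 0.0416) and Slco2a1 at 1.56 ± 0.25 (adjusted p = 0.0395). Of the p53 and apoptosis list Bid stood at 1.03 ± 0.17 and Trp53inp1 at -1.31 ± 0.22, and of general epithelium Tmprss2 at -0.98 ± 0.16 (each adjusted p = 0.0467). These calls were unstable, lost in 12 of 12 such fits for Bid, 11 for Hk2, Tfrc and Tmprss2, 10 for Trp53inp1, 9 for Slco2a1 and 8 for Bmp7.

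Here 11 lists passed. The FGF10 signature was higher in 30 of 30 genes (adjusted p = 3.54e-18, and adjusted p = 0.00216 with an estimated correlation), with 12 genes past over all genes and 28 adjusted over the list alone, though the study chose it on samples that include the LOF arrays. Ribosome biogenesis was higher in 20 of 20 genes (adjusted p = 5.54e-10, and adjusted p = 0.0119 with an estimated correlation), with 0 past over all genes and 12 adjusted over the list alone. Distal tip epithelium had 15 of 16 values above 0 (adjusted p = 2.63e-07, and adjusted p = 0.00271 with an estimated correlation), with 2 past over all genes and 13 adjusted over the list alone. AT2 markers had 19 of 25 values above 0 (adjusted p = 0.00124, and adjusted p = 0.0125 with an estimated correlation), with 3 past over all genes, and 9 higher and 1 lower adjusted over the list alone.

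The other 7 lists lost their call with an estimated correlation. Endothelium was lower in 12 of 12 genes (adjusted p = 2.44e-05, but adjusted p = 0.0690 with an estimated correlation), and macrophage was lower too (adjusted p = 0.00514, but adjusted p = 0.0690 with an estimated correlation). Smooth muscle and heart were lower (both adjusted p = 0.00423, but adjusted p = 0.285 with an estimated correlation), as was mesenchyme (adjusted p = 0.00465, but adjusted p = 0.101 with an estimated correlation). FGF and ERK feedback targets were higher (adjusted p = 0.00997, but adjusted p = 0.0542 with an estimated correlation), as was glycolysis and hypoxia (adjusted p = 0.0337, but adjusted p = 0.413 with an estimated correlation). Over all genes 1 feedback target and 1 glycolysis gene passed and 0 of the other lists.

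The count of 58 genes was 31 and 36 without control 1 and 3, 37 and 33 without LOF 6 h 1 and 3, 22, 20 and 13 without LOF 9 h 1, 2 and 3, and 32 and 29 without GOF 9 h 1 and 2. It was 6 with the heart list as a covariate, 21 with the Y-linked level as a covariate and 500 with trend and robust settings.

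Fold changes against control were compared across the 20738 genes, which are not independent replicates and share their control arrays. Pearson's r was 0.440 (Spearman's rho 0.415) between LOF 6 h and LOF 9 h, 0.307 (0.289) between LOF 9 h and GOF 9 h, and 0.329 (0.328) between LOF 6 h and GOF 9 h, where unchanged groups against shared controls gave 0.5, 0.5 and 0.498. The covariance stood 0.0138 above the simulated value for LOF 6 h with LOF 9 h, and at -0.0121 and -0.0051 relative to it for the pairs with GOF 9 h. Genes called in both LOF comparisons numbered 4 lower, where 0.0053 were expected by chance, and 1 higher, where 0.000964 were expected, though the shared controls can add to such overlap.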

Values the study reported

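The study took the genes ranked highest by p-value at each time and clustered them by their course after soluble FGFR2b was induced. Genes that fell early and kept falling made up an early cluster of 14 genes at 6 h and a late cluster of 43 genes at 9 h, with 10 genes in both. Other falling genes lay in other clusters, so these are not counts of all genes that fell. Of 62 transcription factors with localized expression in the developing lung, 17 changed at 6 h or 9 h, and 11 of those were expressed mainly in the epithelium. A gene set analysis of the AT2 signature gave p = 0.000004, and the AT1 signature showed no significant change.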

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

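The tests of doxycycline or the transactivator and that of embryo sex by Xist were chosen only after the result was seen, as was the limit that left the stomach or pancreas test open, and the 3 patterns weighed here were picked from the called genes.

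The changes at 9 h and at 6 h against the same controls differed for 13 genes, by limma's test of the difference itself with an adjusted p below 0.05. LOF 9 h minus LOF 6 h was 2.87 for Plekhg4, 2.77 for Pnliprp1, 2.75 for Gm3696, 2.64 for Rgs11, 2.58 for Meg3, 2.03 for Snhg16, 1.79 for Mamdc4, 1.68 for Lime1, 1.49 for Zc3h7a, 1.18 for Zfas1, -1.22 for Itgax, -1.36 for Vmn1r118 and -2.48 for Plppr5. Among the lists, the median difference was -0.43 for the FGF10 signature, -0.16 for WNT, -0.295 for distal tip epithelium, -0.251 for AT2 markers, 0.143 for basement membrane, -0.219 for ribosome biogenesis, 0.156 for mesenchyme, 0.273 for endothelium and -1.07 for heart, and 0 of these 9 lists passed with an estimated correlation.

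Features without a gene name, which the gene comparisons do not use, held signals above and below control. Feature 23436 was higher by 9.42 in LOF 6 h and by 8.23 in LOF 9 h lungs, with levels of 11.71 to 11.91 and 10.47 to 10.80 against 1.95 to 3.08 on control and GOF arrays. Its control values of 2.18 to 2.54 lay below the array median, so the exact size of these differences is uncertain. Whether this feature reads a part of the transgene itself is unknown, so its values are not given as the change of a mouse gene. Feature 35500 was higher by 3.27 in LOF 9 h lungs. Features 31777 and 33414 stood at -1.95 and -1.87 in LOF 6 h lungs against control. Between the LOF times they were higher at 9 h by 1.95 and 2.02, and these 2 comparisons share the LOF 6 h arrays.

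Chance was examined by regrouping the 6 arrays of a comparison, but 3 arrays against 3 make only 10 splits, so the share is never under 0.1. The real split gave 15 genes in LOF 6 h (highest other 1), 15 in LOF 9 h (0), 13 between LOF 9 h and LOF 6 h (0) and 58 between GOF 9 h and LOF 9 h (0), and in each of these 1 split reached that number. For GOF 9 h against control the real split gave 0 genes and the highest other 1, so that all 10 splits gave as many.

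The first pattern was the fall of 11 genes in LOF 9 h lungs, with a median of -1.84. A smaller epithelial share of the RNA was argued against by 13 general epithelial genes outside the other epithelial, FGF and study lists, whose median change was 0.235 with a 25th percentile of -0.01. As general genes they do not measure the share of bud tips within the epithelium, which was not tested. Embryo sex was argued against by the change expected from the Y-linked level, with a median of -0.03 over the 11 genes. The 11 genes had a median of 0.115 in GOF lungs against control, from -0.66 to 0.57. Both arms had doxycycline and a transactivator for 9 h. Yet all 11 genes passed as higher in GOF than in LOF 9 h lungs, with a median of 2.19, on the same LOF 9 h arrays. These values argue against doxycycline or the transactivator alone as the cause. They cannot exclude that the inducible Fgf10 offset such an effect in these genes, as the Fgf10 features do not show its activity (0.10 in GOF lungs). Loss of FGFR2b signalling, the biological difference of the design, is a candidate explanation. Only such an offset would keep it from being told apart from doxycycline or the transactivator.

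The second pattern was the fall of Gm3696, Lime1, Plekhg4, Snhg16 and Zfas1 in LOF 6 h lungs against both control and LOF 9 h lungs, which rest on the same LOF 6 h arrays, with a median of -2.33 against control. Embryo sex was argued against, since the change expected from the Y-linked level had a median of 0.006 over the 5 genes. The sex of LOF 6 h array 1 is unclear, with Xist at 2.36 and Eif2s3y at 3.31, but the median was 0.009 without that array and -0.006 (-0.449 to 0.189) with Xist in place of the Y-linked level. A fault of the single spots chosen stays open, because Lime1 alone had another feature, which changed by -1.82 and so speaks against it for that gene only. The time since induction, as the design names it, also stays open and was untested, as was any difference in the preparation of the LOF 6 h lungs.

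The third pattern was the rise of Capn9, Cym, Pnliprp1 and Upk3a in LOF 9 h lungs, with a median of 3.60. Stomach or pancreas tissue in the LOF 9 h dissections was tested on Gata4, Nkx6-1 and Osr1, whose median change was -0.298, below the bound set in advance. They stood at -0.30, -0.70 and -0.15, but their control levels of 6.35, 6.36 and 9.01 lay well above the array median of 2.98, where a small share of such tissue adds little, so that bound excluded nothing. All 4 genes were also higher in LOF 6 h lungs against the same controls, with a median of 1.65, where only Upk3a passed. Tissue in the LOF 9 h dissections alone would not give that earlier rise, but for the further rise at 9 h this explanation stays open. In GOF lungs all 4 genes stood below control, with a median of -0.221, from -2.18 for Cym to -0.10 for Capn9. This speaks against doxycycline or the transactivator as the cause of the rise, unless the inducible Fgf10 offset it. Such an offset could be neither shown nor excluded, so that explanation is not ruled out. A response of lung epithelium to loss of FGFR2b signalling may also account for the rise and was not tested apart from these.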

How the results depend on the processing

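The heart list as a covariate and the removal of LOF 6 h array 1 with GOF 9 h array 1 were chosen only after the data were seen. Counts of called genes are given against 15 in LOF 6 h, 15 in LOF 9 h, 0 in GOF 9 h, 13 in LOF 9 h against LOF 6 h and 58 in GOF 9 h against LOF 9 h, and where they moved by more than 1.5 times the cause was not tested, except that a fit of the 2 compared groups alone or without an array estimates the spread from fewer arrays. In fits of the 2 compared groups alone they were 3 in LOF 6 h, 4 in LOF 9 h, 0 between the LOF times and 16 between GOF and LOF. With only control and LOF arrays 24 passed in LOF 9 h and 26 between the LOF times. With the replicate number as a block 6 passed in LOF 6 h, 5 between the LOF times and 22 between GOF and LOF. No label makes the numbers pairs, but the samples are listed by number, with all groups of a number together. Deviations of same-numbered arrays correlated from -0.003 to 0.103, and 9 of 12 arrays correlated best with an array of their own number. Among them were the 4 numbered 1 (0.084 to 0.103, and below 0 with every other array). This is a hint of blocks by number from the data and the sample order, not from a label, and the main fits do not allow for it. With every feature on its own 27 features passed in LOF 9 h. Above the 25th percentile 27 passed between the LOF times and 143 between GOF and LOF, and above the 50th percentile 29, 55, 116 and 452 passed in LOF 6 h, LOF 9 h, between the LOF times and between GOF and LOF. With trend and robust settings these counts were 122, 104, 161 and 500, and 3 in GOF 9 h. With array weights 24 passed in LOF 6 h and 36 between the LOF times. With the Y-linked covariate 1 passed between the LOF times and 21 between GOF and LOF. With the heart covariate 1, 9, 2 and 6 passed, and without LOF 6 h array 1 and GOF 9 h array 1 there were 1, 27, 1 and 26, in the same order of 4 comparisons. Leaving out each array in turn gave 2 (without LOF 6 h array 1) to 39 (without GOF 9 h array 1) in LOF 6 h, 7 (without control array 1) to 33 (without GOF 9 h array 1) in LOF 9 h, 0 to 0 in GOF 9 h, 1 (without LOF 9 h array 1) to 49 (without GOF 9 h array 1) between the LOF times and 13 (without LOF 9 h array 3) to 61 (without GOF 9 h array 3) between GOF and LOF.

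Counts of lists past the threshold, 6, 10, 7, 9 and 11 in the order of the 5 comparisons, were 2, 5, 0, 0 and 4 with an estimated correlation. In GOF 9 h 0 lists passed with fry. Without genes held by another list 4 passed in GOF 9 h and 5 between the LOF times. With the heart covariate 2, 6 and 2 passed in LOF 6 h, LOF 9 h and GOF 9 h. Leaving out each array in turn gave 4 to 6, 4 to 10, 3 to 9, 8 to 12 and 9 to 14 lists. General epithelium turned from lower to higher in LOF 9 h without genes held by another list (adjusted p = 0.0345, range over its alternatives 0.0345 to 0.970). Interferon response between GOF and LOF turned without LOF 9 h array 3 (adjusted p = 0.0426) and reached 0.926 without control array 1. The heart list turned with its own mean as covariate, by construction, in LOF 6 h (adjusted p = 0.939) and between the LOF times (adjusted p = 0.765). The correlation of fold changes with GOF 9 h was -0.009 for LOF 9 h and 0.104 for LOF 6 h above the 50th percentile, for which no unchanged groups were simulated; over all genes they gave 0.5, 0.5 and 0.498 for the 3 pairs.

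Of the called genes named by the rule against control, Snhg16 in LOF 6 h and Etv5, Sp5, Lin7a and Pnliprp1 in LOF 9 h passed in every alternative that gave a value, with adjusted p up to 0.0461, and 0 of them turned direction. When each of the 12 arrays was left out in turn, Etv5 in LOF 6 h and Tspan8 and Upk3a in LOF 9 h also kept their calls, while Lime1 lost its call in 2, Upk3a in 3, Gprc5a and Lin7a in 9, Dmrt2, Vmn1r118, Firre and Tspan8 in 10, and Foxa3, Frg2f6 and Plekhg4 in 11 of these fits in LOF 6 h. In LOF 9 h the call was lost in 1 fit for Gprc5a, 2 for Sftpc, 5 for Gli1, 7 for Capn9 and Tmem59l, 8 for Cym, 9 for Bex4 and 11 for Enc1, each with the same direction. Over all named genes, the alternatives fixed before the data were examined left 19166 values on the same side of the threshold with the same direction, 434 lost and 246 gained a call, and 124 without a call moved or changed sign. Over all lists 2880 stayed, 121 lost and 69 gained a call, 153 moved and 2 turned. Signal over background limits what can be seen in dim genes, since the median log2 signal of an array was 2.98 and a gene near the lowest levels has little room to fall.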

Other observations

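The comparison with the AT2 value quoted from the study was chosen only after the data were seen.

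Several members of the lists came near the threshold between GOF 9 h and LOF 9 h lungs without passing it. Sox9 stood 2.53 ± 0.43 higher in GOF lungs (adjusted p = 0.0523) and Etv4 1.85 ± 0.36 higher (adjusted p = 0.0708). In the laminin and integrin genes of the basement membrane, Lama3 stood at 0.94 ± 0.20 (adjusted p = 0.0855) and Itga3, a laminin receptor subunit, at 1.11 ± 0.22 (adjusted p = 0.0708). Of mesenchymal genes, Tcf21, a transcription factor of lung mesenchyme, stood at -1.12 ± 0.23 (adjusted p = 0.0768) and the proteoglycan gene Lum at -0.82 ± 0.15 (adjusted p = 0.0602). Of endothelial genes, Tek, the angiopoietin receptor, stood at -0.89 ± 0.19 (adjusted p = 0.0857). In LOF 6 h lungs the embryonic globin gene Hbb-bh1 stood at 1.49 ± 0.38 (adjusted p = 0.248) and Sox10, a neural crest factor, at 1.28 ± 0.46 (adjusted p = 0.425), with values against LOF 9 h in the other direction.

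Of the 34 lists tested, 17 passed in none of the 5 comparisons with geneSetTest, but of these fry called 8, camera with the preset correlation 5 and camera with an estimated correlation 0 in at least 1 comparison. Fry does not compare a list with other genes. In LOF 9 h lungs against control it gave adjusted p = 0.00333 for AT1 markers, 0.00370 for Hedgehog ligand and targets, 0.00144 for transcription factors named by the study and 0.0186 for proximal airway epithelium. With geneSetTest their smallest adjusted p was 0.367 for AT1 markers, 0.149 for the BMP pathway, 0.376 for FGF ligands and receptors, 0.104 for Hedgehog ligand and targets, 0.0534 for cartilage, 0.182 for the cell cycle and 0.752 for general epithelium. It was 0.0746 for immediate early and heat shock genes, 0.0898 for the integrated stress response, 0.573 for the interferon response, 0.344 for liver, 0.573 for mesothelium and 0.151 for p53 targets and apoptosis. It was 0.0947 for proximal airway epithelium, 0.452 for reference genes, 0.231 for sex-linked genes and 0.315 for transcription factors named by the study.

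Single arrays stood apart in some lists. The mean of the interferon list against control was 0.92 on LOF 9 h array 3 and lay between -0.40 and 0.26 on the other arrays. Eif2s3y, a Y-linked gene, was at 8.56 on GOF 9 h array 1, 7.75 on control array 2 and 7.74 and 7.59 on LOF 6 h arrays 2 and 3, and between 1.88 and 3.31 on the other arrays.

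The unadjusted p for the AT2 markers in LOF 9 h lungs against control, on the list used here, was 2.59e-04 with geneSetTest and 3.63e-07 with camera at the preset correlation. The first is higher and the second lower than the value quoted from the study above, which was obtained on another list of markers, so they are not the same measure.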
